# Circulating miRNA-486 as a novel diagnostic biomarker for right ventricular remodeling

**DOI:** 10.3389/fcvm.2025.1518022

**Published:** 2025-01-29

**Authors:** Huiling Cai, Cheng Yu, Xiuchuan Li, Xuenan Wang, Yongjian Yang, Cong Lan

**Keywords:** miRNA-486, diagnostic biomarker, pulmonary hypertension, right ventricular remodeling, pulmonary artery banding

## Abstract

**Objective:**

Clinical practice currently faces a significant shortfall in specific biomarkers needed for diagnosing right ventricular (RV) remodeling in patients with pulmonary hypertension (PH). While small noncoding microRNAs (miRNAs) are crucial regulators of RV remodeling, the biomarker potential of serum miRNAs in this process is little known. This study systematically screened and identified candidate serum miRNAs as potential diagnostic biomarkers for RV remodeling in PH patients.

**Methods:**

Pulmonary artery banding (PAB) was performed in Sprague-Dawley (SD) rats and RV modeling was measured by echocardiographic and histological analyses 4 weeks after surgery. High-throughput miRNA sequencing of serum samples was performed to profile differentially-expressed miRNAs (dif-miRNAs) and preliminarily screen candidate miRNAs. The diagnostic power of the candidate miRNA was further validated in 100 patients [20 with adaptive RV pressure overload; 20 with maladaptive RV pressure overload; 20 with left heart failure (LHF); 19 with left ventricular hypertrophy and 21 controls].

**Results:**

PAB rats exhibited severe RV hypertrophy, fibrosis and enlargement of RV cardiomyocytes compared with sham group. MiRNA sequencing analyses revealed 19 dif-miRNAs (12 upregulated and 7 downregulated) between the two groups. Among the 12 upregulated miRNAs, miRNA-486 exhibited highest elevation in PAB group and was supposed to be the candidate biomarker for RV modeling. Serum miRNA-486 levels were lower in control and left ventricular hypertrophy (LVH) patients compared to PH patients, and significantly higher in maladapted RV patients than in adapted RV patients. Serum miRNA-486 was significantly higher in LHF patients compared to controls, but still significantly lower than in PH patients. In receiver operating characteristic (ROC) analysis, serum miRNA-486 was a good predictor of RV maladaptation in PH patients (cut-off value 3.441, AUC 0.8625), which was not significantly different from B-type natriuretic peptide (BNP). Elevated serum miRNA-486 levels (≥3.441) were associated with reduced TAPSE/PASP ratios and increased BNP levels.

**Conclusions:**

Serum miRNA-486 has the potential to be a valuable noninvasive biomarker for diagnosing RV remodeling in patients with PH.

## Introduction

RV failure frequently occurs in patients suffering from pulmonary hypertension (PH). Substantial evidence indicates that RV dysfunction is a hallmark of poor clinical outcome for PH patients, which is independently correlated with reduced survival and overall prognosis (1–3). Furthermore, progressive RV remodeling characterized by structural and functional changes leads to a series of clinical complications that exacerbate the severity of PH, ultimately leading to increased hospitalization and mortality. While current clinical treatments for PH, focusing on the endothelin, prostacyclin pathways, and nitric oxide to balance vasodilation and vasoconstriction, have improved short-term prognosis, long-term outcomes remain poor due to maladaptive RV remodeling and RV failure (4–6). Accurate predictive diagnosis is essential for preventing RV failure and optimizing PH treatment. Brain natriuretic peptide (BNP) and N-terminal brain natriuretic peptide precursor (NT-proBNP) are widely used by clinicians to assess the presence and severity of heart failure, but their specificity is low and elevated BNP levels can also result from conditions like left or right heart failure, total heart failure, pneumonia, myocardial ischemia, and renal failure (7, 8). Thus, more researches are needed to identify novel noninvasive biomarkers with predictive value in diagnosing pathological RV remodeling and dysfunction.

miRNAs constitute a distinct class of endogenous, single-stranded non-coding RNAs, ranging from approximately 21–25 nucleotides in length. These molecules predominantly function to modulate gene expression by modulating the stability and translation of target messenger RNAs (mRNAs) at the post-transcriptional level (9). MiRNAs are crucial regulators of cardiovascular development, influencing processes like angiogenesis, cardiomyocyte differentiation, cell cycle, cardiac electrical activity, and cardiomyocyte growth (10). Meanwhile, the essential of miRNAs in cardiovascular diseases have been intensively studied, such as atherosclerosis and arrhythmias (11–13). Furthermore, circulating miRNAs are cell-or tissue-specific, relatively stable in serum, and resistant to degradation factors (14). These properties make serum miRNAs possible promising biomarkers for predictive diagnosis of cardiovascular disease (CVD) (15, 16). However, although the expression, regulation, and function of miRNAs in RV remodeling have been intensively studied, the information on the diagnostic potential of circulating miRNAs for RV remodeling remains limited.

The objective of this study was to: (1) Establish a comprehensive model of RV remodeling in rats by PAB and revealing circulating miRNA profiles to screen potential biomarkers via high throughout miRNA sequencing for serum samples; (2) validate the diagnostic efficacy of the candidate biomarker in patients with adaptive RV pressure overload, maladaptive RV pressure overload, left ventricular hypertrophy, left heart failure, and healthy controls.

## Methods

### PAB-induced RV pressure overload in rats

The Ethics Committee of The General Hospital of Western Theater Command in Chengdu, Sichuan, China, approved all animal experiments in this study. In order to induce RV pressure overload, we elected to narrow the proximal pulmonary artery as previously described (17, 18). Twenty-two male SD rats were randomized to either sham operation (*n* = 7) or PAB (*n* = 15). 4-week-old male SD rats (100 g ± 9 g) were subjected to anesthesia utilizing a 2:1 volumetric ratio of isoflurane to air (7% induction, 3.5% maintenance), followed by endotracheal intubation and ventilation. Temgesic (buprenorphine) manufactured by Indivior UK Limited, Hull, UK, was administered subcutaneously to rats at a dose of 0.1 mg/kg. After shaving the chest region, open thoracic dissection was performed in the left upper quadrant to fully expose the RV outflow tract (RVOT). The carefully isolated pulmonary artery was then narrowed by proximal ligation with a fixed-size plastic ring (1.8 mm diameter). All animals underwent echocardiographic assessment of pulmonary artery pressure at 4 weeks after surgery to indirectly assess right heart function.

### Histological analyses

The cardiac specimens were meticulously fixed in a 4% paraformaldehyde solution to preserve tissue morphology and prevent enzymatic degradation. They were then embedded in paraffin to provide structural support for the sections. Subsequent histological analyses were conducted to assess the degree of cardiomyocyte hypertrophy [wheat germ agglutinin (WGA) staining] and fibrosis (Masson's trichrome staining), via employing a range of staining techniques.

### MiRNA sequencing analysis

Sample processing for RNA extraction involved the use of the miRNeasy Serum Kit (QIAGEN, Germany) for the extraction of high-quality RNA (including miRNAs, etc.) from serum samples, following the manufacturer's protocol. RNA integrity and concentration were subsequently assessed using an Agilent 2100 Bioanalyzer (Agilent, CA, USA). Library preparation is conducted with the MGIEasy Small RNA Library Prep Kit (BGI-Shenzhen, China). Prior to reverse transcription into cDNA and subsequent PCR amplification, RNA was sequentially ligated with 3’ and 5’ adaptors in two separate reaction systems. The library was first selected for fragment size using polyacrylamide gel electrophoresis, followed by quality control to ensure optimal conditions for sequencing. After this, single-stranded library products were generated through denaturation. A cyclization reaction was then performed to obtain single-stranded cyclized DNA products, while any remaining single-stranded linear DNA molecules were digested. The final single-stranded cyclized library underwent amplification using phi29 polymerase and rolling circle amplification (RCA), resulting in DNA nanoballs (DNBs) that contained over 300 copies of the original single-stranded cyclized library molecules. These DNBs were subsequently loaded into patterned nanoarrays, allowing for sequencing on the G400 platform (BGI, Shenzhen, China) to produce SE50 base length reads. This method ensures high sensitivity and accuracy for sequencing applications. After filtering the data to ensure we only have clean reads, we aligned these reads to the reference genome of the common rat (Rattus norvegicus) specifically version GCF_000001895.5_Rnor_6.0 from NCBI using Bowtie v2.2.5. Reads were compared with miRbase (using Bowtie2) and the Rfam database (using cmsearch) for non-coding RNA annotation. After miRNA expression data were normalized, the data were log2 transformed. Differential gene detection was conducted using DEseq2 with a Q-value threshold of ≤0.05, followed by the extraction and analysis of potential miRNA expression levels.

### RNA extraction, cDNA synthesis, and qRT-PCR

High-quality total RNA was carefully isolated from serum samples using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) in strict compliance with the manufacturer's instructions. After extraction, we proceeded to synthesize complementary DNA (cDNA) from the total RNA. Specifically, in this step we utilized the Mir-X™ miRNA First-Strand Synthesis Kit (TaKaRa, Dalian, Liaoning, China) to reverse transcribe 0.5 μg of total RNA, which allowed us to obtain a more stable cDNA. To quantify the miRNAs present in our samples, we used the highly sensitive and reliable real-time PCR reagents TB Green® Premix Ex Taq™ II (TaKaRa, Dalian, Liaoning, China) with the Bio-Rad CFX Manager 2.0 software. To ensure the accuracy of the measurements, we normalized the transcript levels of miRNAs to the invariant internal reference gene U6 transcripts that were stably expressed across various conditions.

### Human study populations

Approval for the research was obtained from the Ethics Committee of The General Hospital of Western Theater Command in Chengdu, Sichuan, China. The ethical guidelines followed in this study were the World Health Organization Declaration of Helsinki. Inclusion criteria included most recent cardiac ultrasound data and pulmonary artery pressure or NYHA class III or IV symptoms based on the assessment of patient's primary cardiologist. Exclusion criteria included patients with a current or previous history of malignancy, pulmonary fibrosis, renal fibrosis, or inflammation condition. From March 2023 to June 2024, 40 patients with PH presenting with RV pressure overload (both adaptive and nonadaptive), 19 patients with LV hypertrophy, 20 patients with LHF, and 21 healthy controls were recruited from The General Hospital of Western Theater Command and The First Affiliated Hospital of Fujian Medical University in this study.

### Transthoracic echocardiography

Transthoracic echocardiography was performed to evaluate cardiac function, ventricular wall and septal thickness, and heart valve movement (19). Doppler and M-mode echocardiography were performed in rats using the Vevo 3100 LT ultra-high resolution small animal ultrasound imaging system (Fujifilm VisualSonics) with an MX250 transducer probe, and the rats were anesthetized using isoflurane (5% induction, 2% maintenance). Pulmonary artery blood flow acceleration time (PAT)/pulmonary ejection time (PET) was assessed by pulsed Doppler measurement. Right ventricular internal diameter (RVID) and diastolic right ventricular wall thickness (RVWT) and tricuspid annular plane systolic excursion (TAPSE) were measured by echocardiography.

### Right heart catheterization (RHC)

Rats were anesthetized with 2% pentobarbital sodium (40 mg/kg, intraperitoneal injection), and right ventricular systolic pressure (RVSP) was recorded by PowerLab system (AD Instruments) using a Millar catheter (Millar Instruments, US) inserted into the right ventricle through the right external jugular vein and the right atrium. The patient 's primary cardiologist performed RHC through the Swan-Ganz balloon tipped catheter (Edwards Lifesciences, Irvine, CA, USA) and collected data (20).

### Classification of the human study population

The study included 40 patients with RV remodeling in PH, 20 patients with LHF, and 19 patients with LV hypertrophy. The study cohort consisted of 34 male and 45 female patients whose medium age was 65 years [interquartile spacing (IQR) 59–70]. In addition, 21 serum samples were collected from healthy individuals with 12 females and 9 males with a median of 61 years of age (IQR 52–68). Statistical analysis showed that age and gender allocation did not differ considerably between the patient group and the healthy control group (*P* > 0.05). Blood samples were collected, immediately centrifuged and serum was stored at −80°C for later analysis. The criteria for adaptive RV remodeling include: TAPSE > 20 mm, Cardiac index(CI) >2.5 L/min/m^2^, Left ventricular ejection fraction (LVEF) >55%, Long-term RV afterload overload with PAPmean ≥ 25 mmHg, and the absence of left ventricular thickening i. e., interventricular septal thickness in diastole (IVSd) and left ventricular posterior wall thickness in diastole (LVPWd) both measuring less than 12 mm. The criteria for maladaptive RV remodeling include: TAPSE < 16 mm, CI < 2.2 L/min/m^2^, PAPmean ≥ 25 mmHg, RVEDd > 43 mm, LVEF > 55%, with both IVSd and LVPWd <12 mm. Inclusion in the LH hypertrophy group was conditional on the presence of chronic left ventricular afterload overload (which is usually caused by severe aortic stenosis). The screening criteria for this was: The mean aortic valve pressure gradient greater than 40 mmHg and/or aortic valve area less than 1.0 cm^2^, in addition to [IVSd] ≥12 mm, LVPWd ≥ 12 mm, TAPSE > 20 mm, LVEF > 55%, PAPmean < 25 mmHg, and RV end-diastolic basal diameter (RVD) <42 mm. The criteria for the LHF group include: LVEF < 50%, CI <2.2 L/min/m^2^, TAPSE > 20 mm, PAPmean < 25 mmHg, and RVD < 42 mm. The control group consists of healthy individuals who exhibit the absence of any alterations in either right and left ventricular function and structure.

### Statistical analysis

Continuous variables are represented as median values along with 25th–75th interquartile range (IQR). Categorical variables expressed as numbers and percentages. Comparisons between the two groups were conducted using the independent samples Student's *t*-test for normally distributed variables and the Mann–Whitney *U*-test for non-normally distributed variables. Multiple comparisons were analyzed by one-way analysis of variance (ANOVA) and non-normally distributed variables were tested using the Kruskal–Wallis test. Quantitative assessment of Masson's trichrome and WGA staining by Image J. ROC curves were plotted to evaluate the diagnostic accuracy of candidate differential miRNAs (dif-miRNA) for RV remodeling. The best miRNA-486 cut-off value for predicting maladaptive RV in PH patients was then calculated using the maximal Youden index (YI = Sensitivity + Specificity−1). Differences were determined statistically significant if a *P*-value or q-value of less than 0.05. Statistical analyses were conducted with the software SPSS 24.0.

## Results

### PAB successfully induced severe RV remodeling in rats

The rat model of RV remodeling induced by PAB was established in this study. Compared to sham hearts, 4 weeks of PAB induced significant decrease in TAPSE and increase in RVID and RVSP (Figures 1A–D), indicating severe impairment in RV systolic function. Consistent with functional alterations, PAB induced obvious RV hypertrophic morphologic changes, as indicated by rises in diastolic RVWT, gross heart size, Fulton's index, and cardiomyocyte cross section area (Figures 1E–G). Masson's trichrome staining further showed pronounced RV fibrosis in PAB rats, but no significant fibrosis in the LV of rats (Figure 1H). There was also no significant difference in heart rate and left ventricular ejection fraction (LVEF) in the PAB group of rats compared to the sham group (Figures 1I–J**)**. These data suggest that PAB successfully induced RV remodeling in rats without resulting in LV functional and histological alterations.

**Figure 1:**
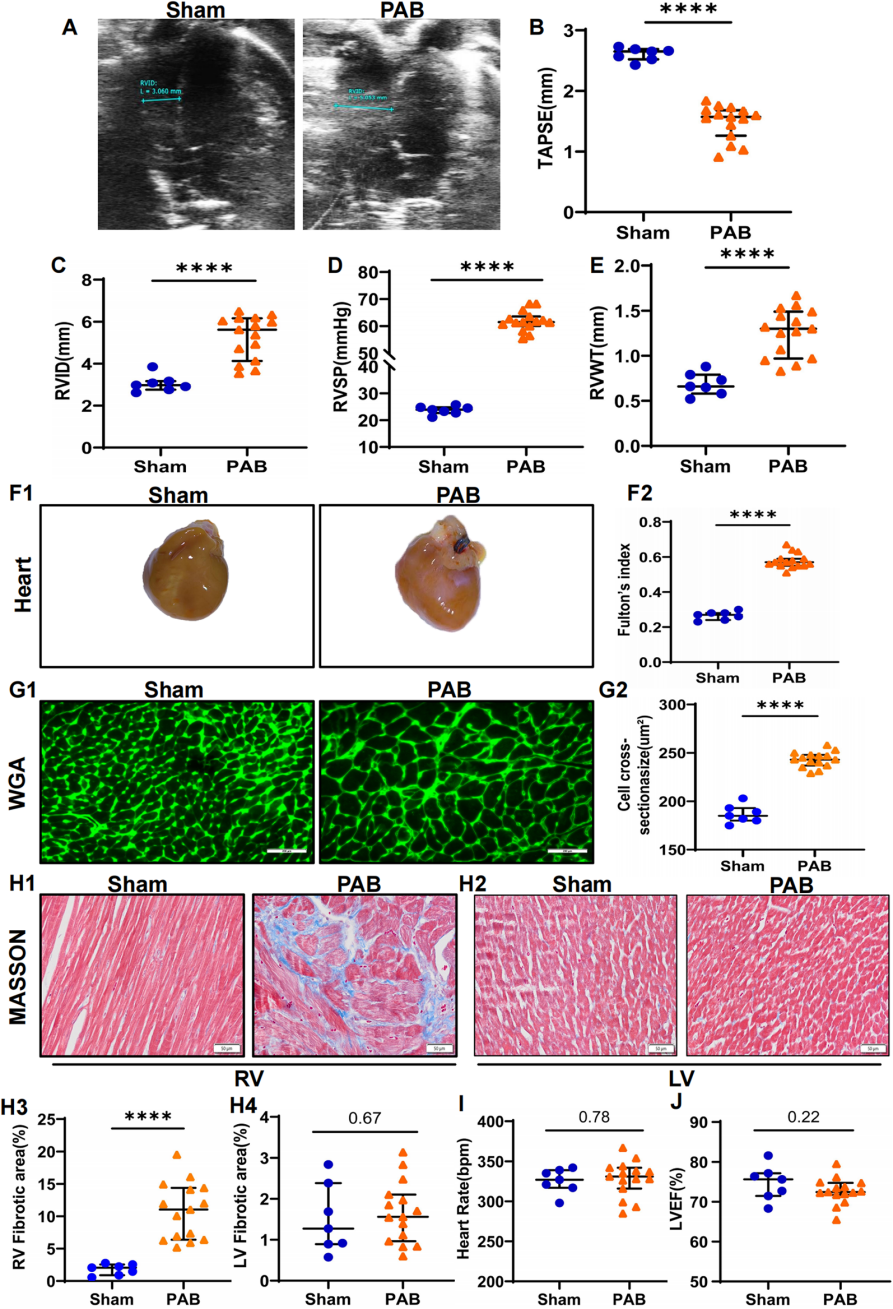
PAB leads to RV remodeling in rats. Rats were subjected to echocardiographic and histological analyses 4 weeks after sham or PAB surgery. **(A**–**C)** Quantification of echocardiographic analysis for right ventricular function. TAPSE: tricuspid annular plane systolic excursion; RVID: right ventricular internal diameter; ****p < 0.0001 (*n* = 7 for sham and *n* = 15 for PAB group). **(D)** Right heart catheterization to measure right ventricular pressure (RVSP) in rats; ****p < 0.0001 (*n* = 7 for sham and *n* = 15 for PAB group). **(E)** Ultrasonic measurements of RV free wall thickness (RVWT); ****p < 0.0001 (*n* = 7 for sham and *n* = 15 for PAB group). Representative gross heart images **(F1)** and the measurements of Fulton's index **(F2)**; ****p < 0.0001 (*n* = 7 for sham and *n* = 15 for PAB group). **(G)** Representative images of WGA staining images **(G1)** and quantification **(G2)** of cardiomyocyte cross-sectional area; ****p < 0.0001 (*n* = 7 for sham and *n* = 15 for PAB group). **(H)** Fibrosis of LV and RV measured by heart sections stained with Masson's trichrome staining **(H1-2)** and quantification of fibrotic area **(H3-4)**; ****p < 0.0001 (*n* = 7 for sham and *n* = 15 for PAB group). **(I**–**J)** Heart rate **(I)** and LVEF **(J)** in sham and PAB group (*n* = 7 for sham and *n* = 15 for PAB group).

### Discovery of novel miRNA biomarker candidates

To screen potential serum miRNA biomarkers for RV remodeling, we performed high-throughput miRNA sequencing to profile dif-miRNAs. 

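Serum small RNA from 3 sham-operated rats and 6 rats with PAB, a band that narrows the pulmonary artery and so loads the RV, was sequenced 4 weeks after surgery. The most abundant serum miRNA was miR-191a-5p, which is plentiful in platelets, with a mean share of 19.5% of the miRNA reads of a library. It was followed by let-7b-5p with 6.38%, let-7c-5p with 6.25%, miR-24-3p with 5.17% and miR-23a-3p with 4.75%. The 10 most abundant miRNAs, which also include let-7d-3p, miR-26a-5p, let-7g-5p, miR-150-5p and the liver miRNA miR-122-5p, had a summed mean share of 58.4%. None of these 10 passed edgeR's quasi-likelihood test, with log2FC from −0.79 to 2.58 and adjusted p from 0.188 to 0.999. Shares varied widely between rats, and miR-122-5p took up to 5.55% of the miRNA reads of a library and had 0 reads in PAB libraries 4 and 5.
The number of miRNAs detected with at least 1 read was 173 ± 44.0 (SD, n = 3) in the sham group and 103.5 ± 17.4 (SD, n = 6) in the PAB group (exact two-sided permutation test over 84 splits, p = 0.0238). Without sham library 1 or sham library 2 the exact p was 0.0714, where 28 splits allow no p below 0.0357. With every library brought to the smallest total of 19477 reads, the expected numbers were 130.6 ± 35.4 and 86.6 ± 21.6 (exact permutation test, p = 0.0595), and the exact p was then 0.107 without sham library 1 and 0.25 without sham library 2. Sham libraries 1 and 2 held the most miRNAs, with 173 and 217, against 129 in sham library 3.
The authors prepared libraries with a small RNA kit that ligates adaptors at both ends and amplifies by PCR, read them as single ends of 50 bases, and aligned the clean reads to the rat genome Rnor_6.0 with Bowtie 2.2.5, while the submitters' processing notes name Bowtie2 2.2.9 and the human build GRCh38.p13. Their table lists reads and RPM, the reads scaled to the library total, for 276 miRNAs, of which 58 are predictions of the authors. The miRNA reads were 65313, 65196 and 56231 in the sham group and 19477 to 64455 (median 39871) in the PAB group. The authors' RPM values imply about 12630000 to 19250000 reads per library, of which miRNAs made up 0.332% to 0.517% in the sham group and 0.101% to 0.412% in the PAB group. The summed miRNA RPM was 4128 ± 950 (SD, n = 3) and 2598 ± 1130 (SD, n = 6), with p = 0.107 in an exact permutation test. From the reads, TMM normalization and edgeR's quasi-likelihood test were applied to the 162 miRNAs above 0 in at least 3 of the 9 libraries. TMM shifts the comparison, since the median log2FC of all tested miRNAs was −0.15 with TMM and −1.54 with the library totals implied by RPM. The paper's text names no molecular identifiers, so every floor given covers counting error only.

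**Figure D1:**
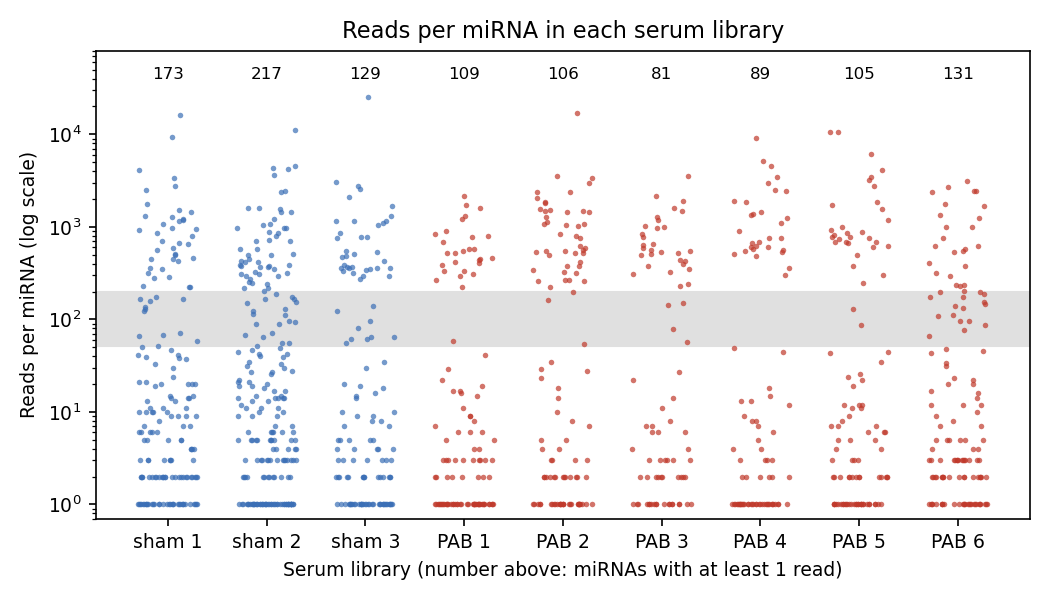
Reads per miRNA on a log axis in each of the 9 serum libraries, with 1 point per miRNA, sham libraries in blue and PAB libraries in red. miRNAs without reads are not drawn, the number above each library is the number of miRNAs detected, and the grey band spans 51 to 200 reads, where PAB library 4 has 0 miRNAs and sham library 2 has 20.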

Differential analysis identified 19 dif-miRNAs in the sham-operated group (*n* = 3) and the PAB group (*n* = 6), with 12 upregulated and 7 downregulated, based on criteria of fold change (FC), log2FC ≥1, and q-value <0.05 (Figures 2A,B). 

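In the serum of the PAB group, miR-181a-1-3p and miR-31a-5p were lower than in the sham group, and 0 miRNAs were higher, at an adjusted p ≤ 0.05 and |log2FC| ≥ 1 in edgeR's quasi-likelihood test. miR-181a-1-3p is the minor arm of a miR-181a precursor, a miRNA of lymphocytes. It had 7, 15 and 4 reads in the 3 sham libraries and 0 reads in all 6 PAB libraries. Its mean of 0.562 ± 0.330 RPM (SD, n = 3) in the sham group was at least 18.3-fold higher than the floor of 3 counts over the PAB group (0.0307 RPM). miR-31a-5p had 14, 19 and 1 reads in the sham libraries and 0 reads in all 6 PAB libraries, so that its mean of 0.768 ± 0.614 RPM (SD, n = 3) was at least 25.0-fold higher than that floor. The fitted log2FC were −5.43 (standard error 1.31) and −5.47 (standard error 1.33), each with an adjusted p of 0.0467 from edgeR.
Another 5 miRNAs had log2FC below 0 and an adjusted p of 0.0511 to 0.082 from edgeR, namely miR-30a-3p (−9.13), miR-30e-3p (−5.72), miR-194-5p (−4.73), miR-18a-5p (−5.94) and miR-185-5p (−7.34). miR-30a-3p and miR-194-5p had 0 reads in all 6 PAB libraries, and their means in the sham group were at least 95.1-fold and 13.6-fold higher than the floor over the PAB group. In the same range of p, miR-3570, chosen after its values were seen, had a log2FC of 4.45 (adjusted p = 0.071 from edgeR), with 0 reads in all 3 sham libraries and 1 to 4 reads in 5 of 6 PAB libraries. Its mean in the PAB group was at least 1.7-fold higher than the floor over the sham group, and DESeq2 on the same miRNAs called it higher. Of the 5 below 0, miR-30e-3p had 129 of its 132 reads in sham library 1, miR-18a-5p had 216 of 219 and miR-185-5p 707 of 714 in sham library 2, and miR-30a-3p had 122 of 146 in sham library 3. Without that library the log2FC of miR-30e-3p was −1.32 and that of miR-185-5p −1.23, and miR-18a-5p and miR-30a-3p were above 0 in too few libraries to be tested. At an unadjusted p under 0.05, 7 miRNAs were higher and 17 were lower with edgeR. The same 162 miRNAs gave 9 higher and 4 lower with DESeq2, and 0 and 0 with limma-voom. With library totals in place of TMM, edgeR called 0 higher and 6 lower (4 and 32 at an unadjusted p under 0.05), and with the totals implied by RPM, chosen after the data were seen, 0 higher and 23 lower (4 and 50). The spread between rats was wide, with a common biological coefficient of variation of 1.74, and in simulated libraries with this spread edgeR called 6.35% of miRNAs given a log2 change of 6. Leaving out any 1 of the 6 PAB libraries, or using DESeq2's size factors in edgeR, left 0 miRNAs lower, with the log2FC of miR-181a-1-3p and miR-31a-5p at −5.34 to −5.60 and their adjusted p at 0.0635 to 0.128. Without any 1 of the sham libraries, or with a filter of at least 10 reads in 3 libraries, both were above the filter in too few libraries to be tested, and the calls were then 0, except miR-18a-5p and miR-30e-3p without sham library 3.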

Among the 12 upregulated dif-miRNAs, 6 miRNAs (i.e., rno-miR-122b, rno-miR-151-3p, rno-miR-215, novel-rno-miR352-3p, novel-rno-miR375-3p, novel-rno-miR425-3p) were excluded because of low overall sum of counts in individual samples. 

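The 6 miRNAs set aside had nearly all of their reads in the serum of 1 or 2 rats with PAB and 0 reads in all 3 sham libraries. miR-215, a miRNA of gut epithelium and kidney, had 336 reads in PAB library 1 and 0 reads in the other PAB libraries. miR-122b had 154 reads, all in PAB library 6. The 3 miRNAs predicted by the authors had 108 reads in PAB library 6, 226 reads in PAB library 2, and 1467 reads in PAB library 2 with 1 more read in PAB library 3. miR-151-3p was the one found in 2 libraries at more than 1 read, with 790 reads in PAB library 2 and 624 reads in PAB library 6, and it had 1 read in each of PAB libraries 1 and 3.
Against a floor of 3 counts over the 3 sham libraries (0.0648 RPM), the mean RPM of the PAB group was at least 255-fold higher for miR-151-3p, 44.9-fold for miR-215 and 30.9-fold for miR-122b. For the 3 predicted miRNAs it was at least 21.6-fold, 37.2-fold and 241-fold higher. These means rest on the single libraries named. Fisher's exact two-sided test on the number of libraries with reads gave p = 0.167 for miR-151-3p, 0.5 for the predicted miRNA with 1467 reads in 1 library, and 1 for the other 4. Reads in 1 to 4 PAB libraries and in 0 sham libraries allow no p below 0.167 in this exact test, so that it could not have passed for any of the 6. miR-151-3p alone was above 0 in enough libraries to be tested, with an adjusted p of 0.178 from edgeR (0.0154 when adjusted over the list alone, where it is the 1 member tested, and the list was chosen on these samples). miR-215 resembles miR-192-5p, so its reads may have been shared with it. miR-122b did not follow miR-122-5p, with 0 reads in sham library 3, where miR-122-5p had 2755.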

In the remain 6 upregulated dif-miRNAs, miRNA-486 exhibited highest upregulation (log2FC = 7.37, Figure 2C) and its great upregulation was further confirmed by RT-qPCR (Figure 2D). 

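Among the 6 remaining miRNAs, miR-486, a miRNA of red blood cells and striated muscle, had the highest log2FC, 6.77 (standard error 2.87, adjusted p = 0.211 from edgeR's quasi-likelihood test). It was above the highest sham value in 4 of 6 PAB libraries. miR-30d-5p followed with a log2FC of 5.91 (standard error 3.31, adjusted p = 0.351), which came from 539 reads in each of PAB libraries 3 and 6, against 1 or 2 reads in the other 4 PAB libraries. let-7d-5p had a log2FC of 4.44 (standard error 2.51, adjusted p = 0.351), with 327 to 1714 reads in 4 PAB libraries and 2 or 3 reads in the other 2. Over all tested miRNAs, miR-486 was not the highest. miR-151-3p (11.4), let-7e-3p (7.72), miR-223-3p (7.61), miR-342-3p (7.42) and a predicted miRNA (7.22) had a higher log2FC, with adjusted p of 0.178 to 0.345 from edgeR. These values rest on 1 or 2 PAB libraries each. A single PAB library held 610 of 614 reads of let-7e-3p, 683 of 687 of miR-223-3p, 502 of 505 of miR-342-3p and 200 of 203 of the predicted miRNA. miR-151-3p had 790 and 624 of its 1416 reads in PAB libraries 2 and 6.
let-7b-5p, let-7g-5p and let-7c-5p, members of a family that represses growth genes, were present in every library at 295 to 10542 reads. Their log2FC were 2.58 (standard error 1.04), 2.49 (standard error 1.25) and 2.29 (standard error 1.01), with adjusted p of 0.188, 0.338 and 0.226 from edgeR. After TMM normalization, the PAB group was higher for let-7c-5p and let-7g-5p with p = 0.0119 in an exact permutation test over 84 splits, the smallest p possible. In RPM, let-7c-5p was 191 ± 99.3 (SD, n = 6) in the PAB group and 131 ± 118 (SD, n = 3) in the sham group (exact permutation test of log2 values, p = 0.381), and let-7g-5p was 125 ± 84.6 and 56.2 ± 38.0 (exact permutation test, p = 0.357). let-7 members differ by few bases and may share reads.
None of the 6 passed the test with edgeR, also when adjusted over the list alone (lowest adjusted p = 0.064), and this list was chosen on these samples. As a list, the 6 were higher in the PAB group than other miRNAs by camera with a preset correlation of 0.01 (adjusted p = 0.000118 over 14 lists), but not with an estimated correlation (adjusted p = 0.152). Fry, which tests the list against no change and not against other miRNAs, gave an adjusted p of 0.0669. With DESeq2 on the same 162 miRNAs all 6 were called higher. Without PAB library 1, miR-30d-5p had the highest log2FC of the 6, 6.17, and miR-486 had 5.52.

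**Figure D2:**
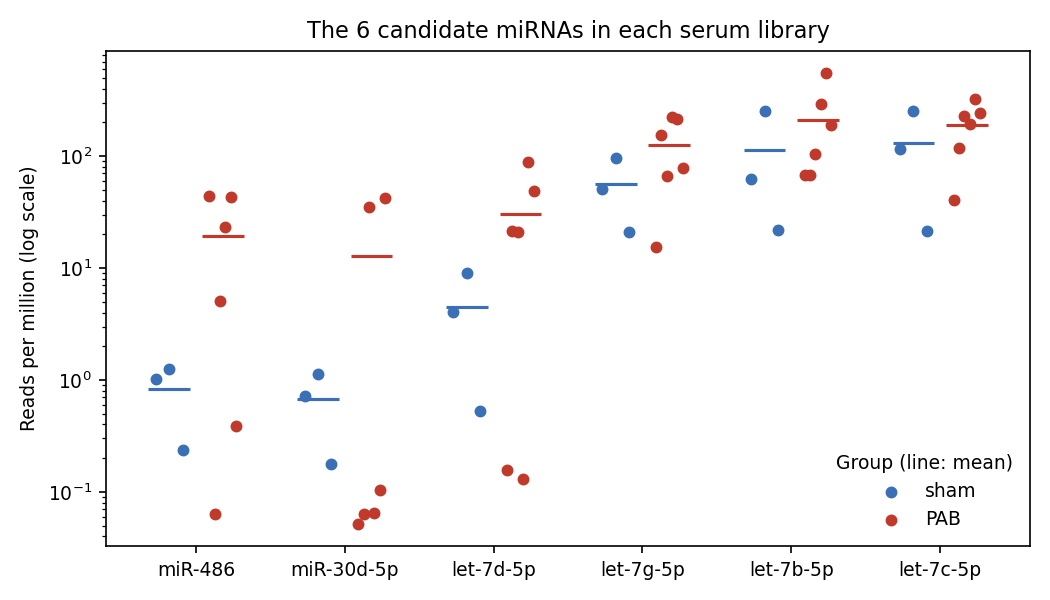
RPM, on a log axis, of the 6 candidate miRNAs in each serum library, with sham libraries in blue, PAB libraries in red and a line at each group mean. miR-486 lies above every sham library in 4 of the 6 PAB libraries and spans 0.064 to 43.7 RPM in the PAB group.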

MiRNA-486 was chosen as the candidate biomarker for RV modeling, and its diagnostic efficacy was evaluated using clinical data from PH patients with RV remodeling, patients with LV hypertrophy, patients with LHF, and healthy individuals.

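miR-486 was high in the serum of 4 of the 6 rats with PAB, with 841 reads in PAB library 1, 823 in PAB library 5, 356 in PAB library 4 and 78 in PAB library 3. It was at 1 read in PAB library 2 and 5 reads in PAB library 6, and at 13, 21 and 4 reads in the 3 sham libraries. In RPM this is 19.2 ± 20.5 (SD, n = 6) in the PAB group and 0.840 ± 0.535 (SD, n = 3) in the sham group. The difference of the log2 values after TMM normalization had p = 0.143 in an exact two-sided permutation test over 84 splits, and p = 0.262 for log2(RPM + 0.1). With the library totals implied by RPM in place of TMM, the log2FC of miR-486 from edgeR was 4.50.
miR-451-5p, an abundant miRNA of red blood cells, had 1214, 1474, 435, 565, 3 and 233 reads in PAB libraries 1 to 6 and 14, 31 and 852 reads in sham libraries 1 to 3. Both miRNAs had at least 78 reads in PAB libraries 1, 3 and 4, and both had at most 31 reads in sham libraries 1 and 2. They differed in PAB libraries 2 and 6 and sham library 3, where miR-451-5p was the higher, and in PAB library 5, where miR-486 was. The log2 ratio of miR-451-5p to miR-23a-3p, used as a measure of haemolysis, was −2.46 ± 2.74 (SD, n = 6) in the PAB group and −5.34 ± 3.37 (SD, n = 3) in the sham group, a difference of 2.88 (exact two-sided permutation test, p = 0.274). Without sham library 1 the difference was 1.48 and without sham library 3 it was 4.75, with exact p of 0.821 and 0.0714.
The paper gives miR-486 the highest fold change of the kept miRNAs (Figure 2C), reports its RT-qPCR measurement (Figure 2D, not analysed here), and states that miR-486 was chosen as the candidate biomarker to be measured in patients.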

**Figure 2:**
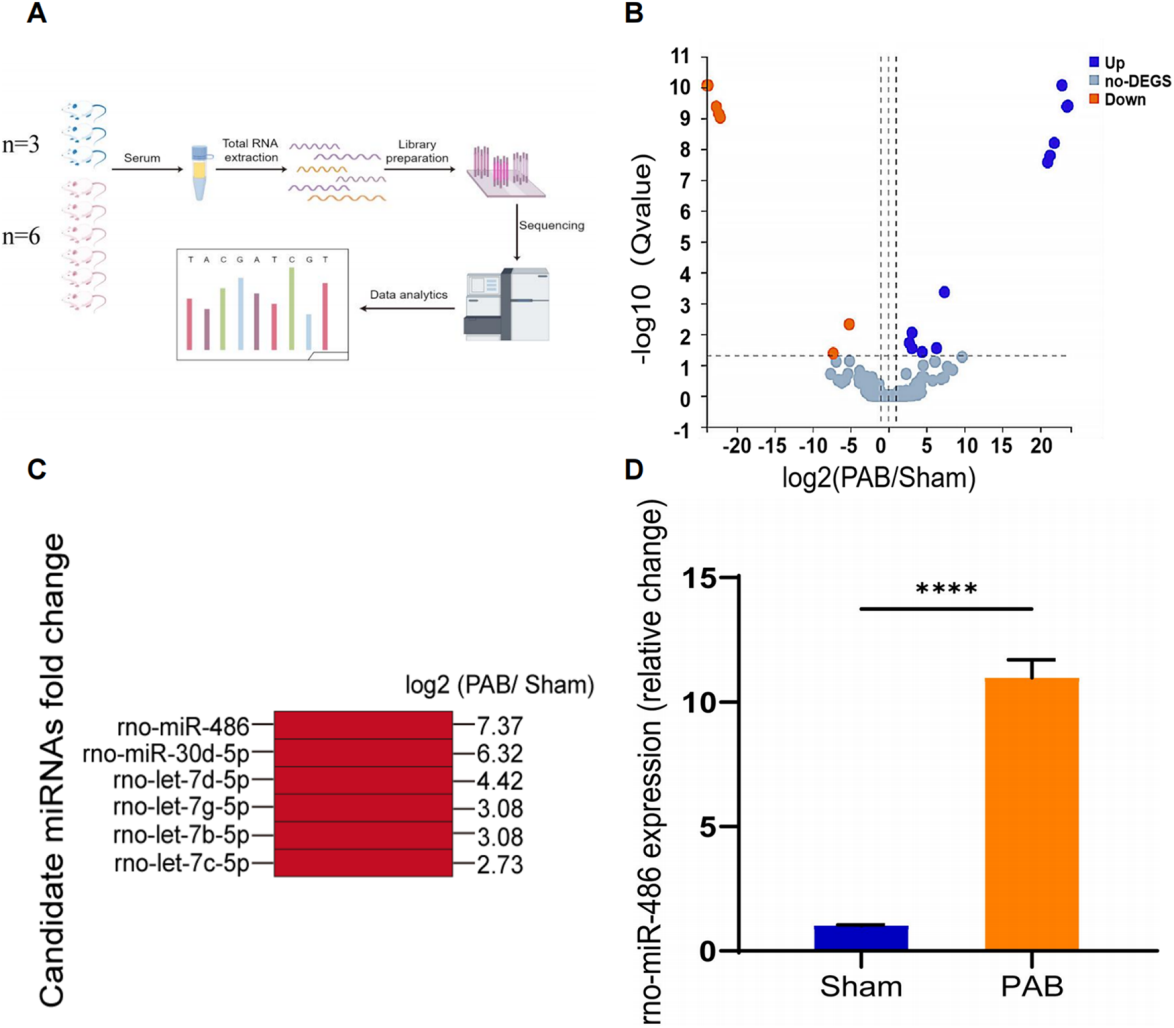
Profiling of serum miRNAs expression in RV remodeling via high-throughput sequencing and preliminary screening of candidate miRNAs. **(A)** Schematic diagram of the workflow of high-throughput miRNA sequencing (By Figdraw). **(B)** Volcano map showing comparison of serum miRNAs expression in sham- and PAB-operated rats. Differential analysis of genes was conducted using a differential analysis tool (DEseq2) and the Q-value and fold change (FC) for each gene was calculated (Qvalue ≤ 0.05, |log2FC|≥1) (up:12, down:7, no-DEGS:257). **(C)** MiRNA candidates and their corresponding fold changes. **(D)** The relative expression of miRNA-486 in rat serum 4 week after sham and PAB analyzed by RT-qPCR, ****p < 0.0001 (*n* = 6 for each group).

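By the tissue or family of origin of the serum miRNAs, the let-7 family had log2FC above 0 in 10 of its 11 tested members, with a median of 2.29, and edgeR called 0 of them. The 11 include let-7d-3p (0.64) and let-7e-3p (7.72), from the other arm of their precursors. let-7e-3p had 610 of its 614 reads in PAB library 4, and miR-98-5p (3.60) had 375 of 455 in PAB library 3. DESeq2 on the same 162 miRNAs called let-7b-5p, let-7c-5p, let-7d-5p and let-7g-5p higher. With library totals in place of TMM the median of the family was 1.29, and with the totals implied by RPM the log2FC of let-7b-5p, let-7g-5p and let-7c-5p were 0.91, 1.15 and 0.55. let-7e-5p, chosen after its value was seen, had a log2FC of −2.07 (adjusted p = 0.356 from edgeR), and of −3.24 to −1.38 with 1 library left out. As a list, the family was higher in the PAB group than other miRNAs by camera with a preset correlation (adjusted p = 0.00193), but not with an estimated correlation (adjusted p = 0.152) nor without sham library 3 (adjusted p = 0.0719). Against no change, fry gave an adjusted p of 0.186. Of its members, 4 are among the 6 candidates of the paper, which were chosen on these samples.
Of 5 miRNAs of heart and skeletal muscle, 0 were called, and 4 had log2FC below 0, such as miR-133a-3p with −1.25 and miR-499-5p, encoded in a myosin gene, with −2.19 (adjusted p = 0.806 and 0.351 from edgeR). With 1 library left out, miR-499-5p had −2.84 to −1.37. The list did not match the name of miR-1b, which had a log2FC of −1.18 (adjusted p = 0.871 from edgeR). miR-206-3p, of skeletal muscle, had a log2FC of 2.94 (adjusted p = 0.597), and of 6.96 without sham library 2. Of 8 red blood cell miRNAs, 0 were called and 5 had log2FC below 0. Adjusted over the list alone, miR-185-5p (−7.34), miR-25-3p (−3.86) and miR-15b-5p (−3.07) were lower, but without sham library 2, which held 188 of the 208 reads of miR-25-3p and most reads of the other 2, their log2FC were −1.23, −1.31 and −2.11 and none was lower. In the same list, miR-451-5p and miR-16-5p, chosen after their values were seen, had log2FC of 1.54 and 3.49 (adjusted p = 0.749 and 0.497 over all miRNAs tested). With 1 library left out, miR-451-5p had 0.71 without PAB library 1 and 7.16 without sham library 3, and miR-16-5p had 5.98 without sham library 2. Of 8 white blood cell miRNAs, 5 had log2FC above 0 and 3 below. miR-181a-1-3p was lower, and when adjusted over the list alone miR-181b-5p (−3.79) was lower too. miR-181a-5p, the other arm of miR-181a, had 5115 reads in all, against 26 for miR-181a-1-3p, and a log2FC of 1.43 (adjusted p = 0.803 from edgeR).
Of 7 endothelial miRNAs 6 had log2FC below 0 and 0 were called by edgeR, with miR-100-5p at −5.17 and miR-221-3p at −2.01, or −1.09 without sham library 2 (adjusted p = 0.171 for the list by camera). DESeq2 called miR-100-5p lower, on the same 162 miRNAs and in each setting tried on all 276. Of its 581 reads, 157 were in sham library 1 and 415 in sham library 2. Of 6 members of the miR-17-92 cluster and its paralogs 5 had log2FC below 0 and 0 were called, with miR-18a-5p at −5.94, lower when adjusted over the list alone, and miR-19b-3p at −2.59 (adjusted p = 0.171 for the list by camera). In the miR-30 family of 5 tested miRNAs, miR-30a-3p and miR-30e-3p were lower when adjusted over the list alone, as was miR-194-5p among 3 liver and gut miRNAs, and edgeR called 0 members of either list over all miRNAs. DESeq2 on the same 162 miRNAs called miR-30d-5p higher. On all 276 miRNAs without its filters it also called miR-30a-3p lower, and miR-122b and miR-215 higher. Of the 3 tested miRNAs that the paper's Discussion links to acute heart failure, 0 were called, and miR-18a-5p was lower when adjusted over the list alone. Each of the miRNAs named here as lower when adjusted over a list alone lost that call, or could not be tested, without sham library 1 or without sham library 2, and they kept it in 2 to 8 of the 9 fits that leave out 1 library. No member was called among 7 platelet, 6 fibrosis, 4 pulmonary hypertension and hypoxia and 3 brain and endocrine miRNAs, over all miRNAs or adjusted over the list alone.
By camera, the adjusted p of the other 10 lists was 0.919 to 0.927. The median and mean log2FC differed in sign in the miR-30 family (1.56 and −0.91), which mixes arms. Its tested 5p arms, miR-30a-5p (1.56), miR-30b-5p (2.83) and miR-30d-5p (5.91), had log2FC above 0. Its tested 3p arms, miR-30a-3p (−9.13) and miR-30e-3p (−5.72), had log2FC below 0. In the white blood cell list (0.49 and 0.89) and the liver and gut list (0.0015 and 0.26) both median and mean were above 0 while camera's direction was lower. Of the 17 miRNAs with log2FC below 0 and an unadjusted p under 0.05 from edgeR, 16 had most of their reads in sham libraries 1 and 2, which held the most miRNAs.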

### Demographic and clinical characteristics of the study population

The characteristics of all subjects in this study and their subgroups (maladaptive RV, adaptive RV, LV hypertrophy, LHF and healthy controls) in terms of gender, age, BMI, cardiac ultrasonography measurements, and RHC measurements are shown in Table 1. The control group did not undergo invasive manipulation of RHC, therefore PAPmean and PASP were not measured. In patients with maladaptive RV, we observed significantly elevated levels of PASP, PAPmean and RVD values, as well as lower values for TAPSE, vs. individuals with adaptive RV, LV hypertrophy, LHF, and healthy controls. The adapted RV group exhibited significantly greater PASP and RVD relative to the LV hypertrophy (*p* < 0.0001 for both PASP and RVD), LHF (*p* < 0.0001 for both PASP and RVD) and the control group (*p* < 0.0001 for RVD). It should be noticed that differences in TAPSE values among the 4 groups were compared, and all of them had *p*-values > 0.05, which were not statistically significant.

**Table 1:** Clinical characteristics.

	All patients (*n* = 100)	Adaptive RV pressure overload (*n* = 20)	Maladaptive RV pressure overload (*n* = 20)	LV hypertrophy (*n* = 19)	LHF (*n* = 20)	Control group (*n* = 21)
Age, y, median (IQR)	65 (58–70)	65 (59–70)	68 (60–73)	65 (58–69)	66 (61–70)	61 (52–68)
Female sex, *n* (%)	57 (57)	11 (55)	11 (55)	11 (58)	12 (60)	12 (57)
BMI, kg/m2, median (IQR)	27 (23–29)	25 (22–30)	28 (24–32)	26 (22–29)	25 (23–28)	27 (25–30)
Diabetes, *n* (%)	34 (34)	5 (25)	6 (30)	9 (47)	11 (55)	3 (14)
NYHA ≥ III *n* (%)	36 (36)	4 (20)	7 (35)	11 (58)	11 (55)	3 (14)
CAD, *n* (%)	52 (52)	12 (60)	13 (65)	8 (42)	13 (65)	6 (29)
Right heart catheterization						
Cardiac index, L/min/m^2^, median (IQR)	2.3 (1.8–3.5)	3.3 (2.8–3.6)	1.8 (1.6–2.0)	2.2 (1.9–2.7)	1.8 (1.6–2.0)	3.8 (3.4–4.1)
PASP, mmHg, median (IQR)	48 (30–76)	67 (54–75)	87 (78–105)	31 (29–34)	30 (28–31)	n. a.
PAPmean, mmHg, median (IQR)	28 (18–47)	38 (34–46)	59 (49–65)	19 (16–23)	18 (15–20)	n. a.
Echocardiography						
LVEF, median (IQR)	62 (56–67)	65 (60–68)	62 (59–68)	65 (60–69)	39 (32–48)	63 (59–67)
IVSd, mm, median (IQR)	11 (10–13)	10 (9–11)	10 (9–11)	13 (12–14)	12 (11–13)	11 (9–12)
RVD, mm, median (IQR)	34 (28–44)	40 (34–44)	49 (47–51)	30 (26–37)	29 (25–35)	30 (28–33)
LVPWd, mm, median (IQR)	10 (9–12)	9 (8–10)	10 (9–11)	13 (12–14)	11 (10–12)	10 (9–11)
TAPSE, mm, median (IQR)	21 (20–24)	23 (21–26)	15 (12–16)	23 (21–25)	23 (21–25)	21 (20–23)
TAPSE/PASP, mm/mmHg, median (IQR)	0.54 (0.25–0.76)	0.36 (0.30–0.43)	0.16 (0.13–0.18)	0.70 (0.64–0.89)	0.77 (0.69–0.90)	n. a.
BNP, pg/ml, median (IQR)	324 (138–689)	315 (177–513)	897 (520–1,617)	146 (87–239)	724 (566–1,016)	103 (71–163)
miRNA-486, median (IQR)	1.65 (1.09–2.78)	2.46 (1.64–3.15)	4.46 (3.25–5.58)	1.20 (1.09–1.46)	1.79 (1.41–2.00)	0.95 (0.75–1.08)

BMI, body mass index; NYHA, New York Heart Association; CAD, coronary artery disease; PASP, pulmonary arterial systolic pressure; PAPmean, mean pulmonary artery pressure; LVEF, left ventricular ejection fraction; IVSd, diastolic interventricular septum thickness; RVD, right ventricular diameter; LVPWd, diastolic left ventricular posterior wall thickness; TAPSE, tricuspid annular plane systolic excursion.

### The relative expression of serum miRNA-486 and the concentration of BNP were significantly elevated in patients exhibiting maladaptive RV conditions

As miRNA-486 contains miRNA-486-3p and miRNA-486-5p in humans, we referenced the miRBase database and selected miRNA-486-5p for study because its sequence is consistent with ron-miRNA-486. Table 1 presents the median miRNA-486-5p levels and BNP concentrations for the total and each sub-population in this study, while Figures 3, 4 displays the results of statistical analysis for group comparisons. Relative to healthy controls, the serum miRNA-486-5p expression was remarkably enhanced in the adapted RV group (*p* < 0.0001), and further increased in those with maladaptive RV function (Figure 3). Serum miRNA-486-5p expression was mildly elevated in the LHF group compared with the control group but was still significantly lower than that in the adaptive RV group and the maladaptive RV group. It should be noticed that serum miRNA-486-5p level in LV hypertrophy group was not significantly different from control health (Figure 3).

**Figure 3:**
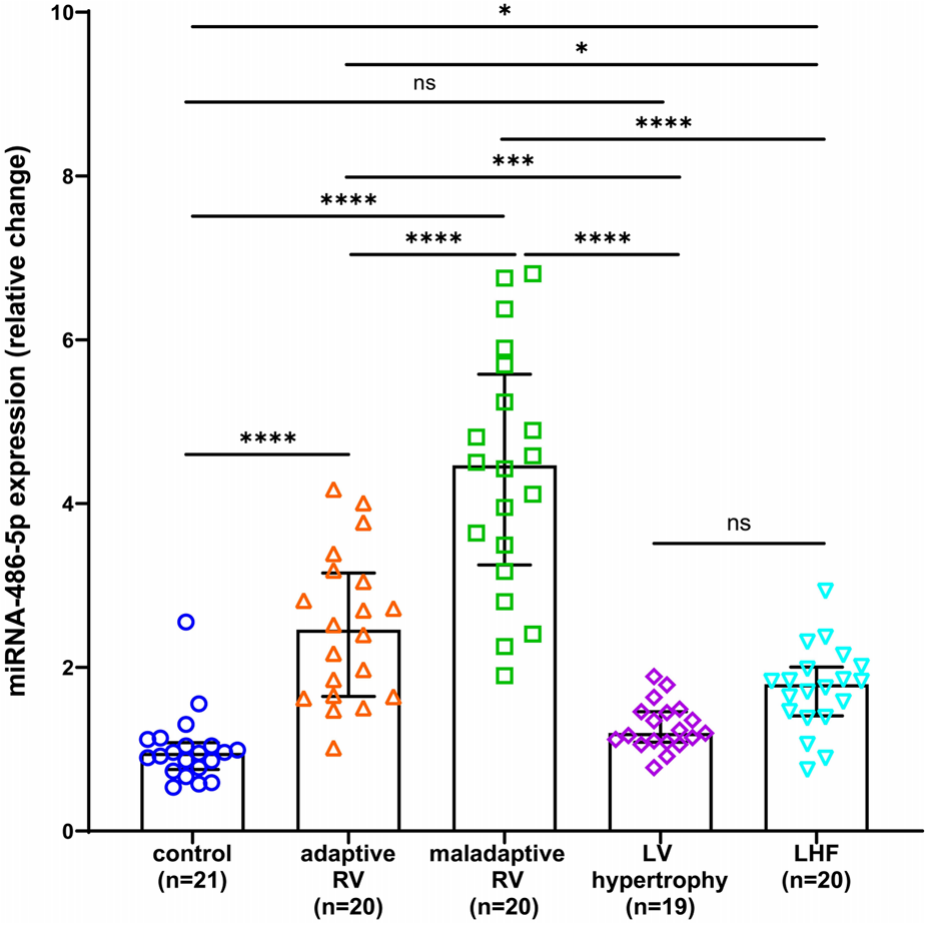
Box and scatter plots comparing of the relative expression of miRNA-486-5p in adaptive and nonadaptive RV, LV hypertrophy, LHF, and controls. ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Figure 4:**
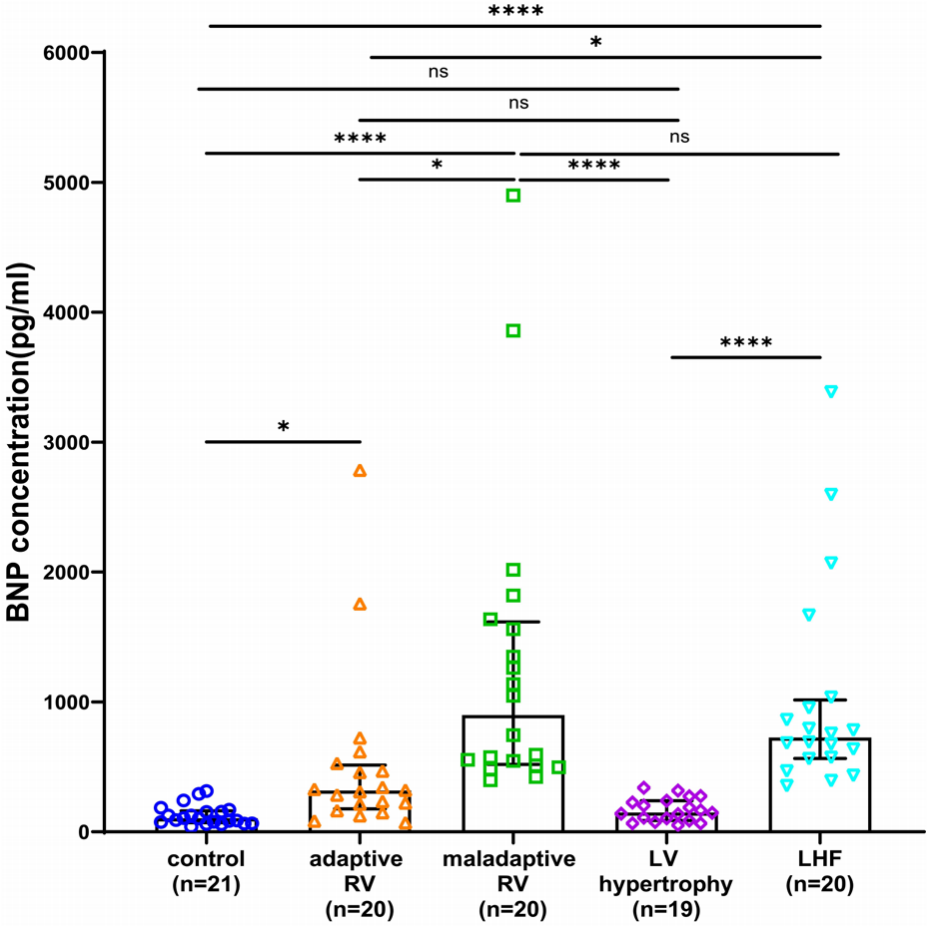
Box and scatter plots comparing of BNP concentrations in adaptive and maladaptive RV, LV hypertrophy, LHF, and controls. ns, not significant, *p < 0.05, **p < 0.01, ****p < 0.0001.

As a contrast, BNP concentrations in the two RV groups and LHF group were significantly higher than control health, and the direct comparison revealed much higher BNP levels in the maladaptive group and LHF group compared with adaptive group (Figure 4). Notably, BNP was not significantly elevated in patients with LV hypertrophy compared with control health, and BNP was not significantly different in LHF compared with the maladaptive group (Figure 4).

### miRNA-486 as a diagnostic biomarker for maladaptive RV

Next, we determined whether circulating miRNA-486-5p can be serve as diagnostic biomarker for maladaptive RV in PH patients. ROC curves were plotted and AUC values were calculated. As revealed by ROC analysis, miRNA-486-5p exhibited good diagnostic performance for maladaptive RV in PH patients, and the difference was not statistically significant when compared with BNP (Figure 5). The maximum Youden index (YI = Sensitivity + Specificity−1) was calculated from the ROC curve to obtain the optimal cut-off value of 3.441 for miRNA-486-5p. The patients with PH were further divided into low miRNA-486-5p (<3.441, *n* = 22) and high miRNA-486-5p group (≥3.441, *n* = 18) based on the optimal miRNA-486-5p cut-off value of 3.441. The clinical features of the two groups were displayed in Table 2. Elevated miRNA-486-5p levels correlated with reduced TAPSE and increased PASP, PAPmean, RVD, and BNP concentrations. Given that the TAPSE/PASP represents a novel metric for evaluating RV contractility and ventriculoarterial coupling in PH patients, we categorized PH patients into tertiles based on their TAPSE/PASP values: low (≤0.176 mm/mmHg), middle (0.176-0.318 mm/mmHg), and high (>0.318 mm/mmHg). Serum miRNA-486-5p levels were significantly lower in the high TAPSE/PASP tertile group with respect to both the low and middle TAPSE/PASP tertiles (Figure 6). Thus, these data suggest that circulating miRNA-486 could be a biomarker for diagnosing RV maladaptation in PH patients.

**Figure 5:**
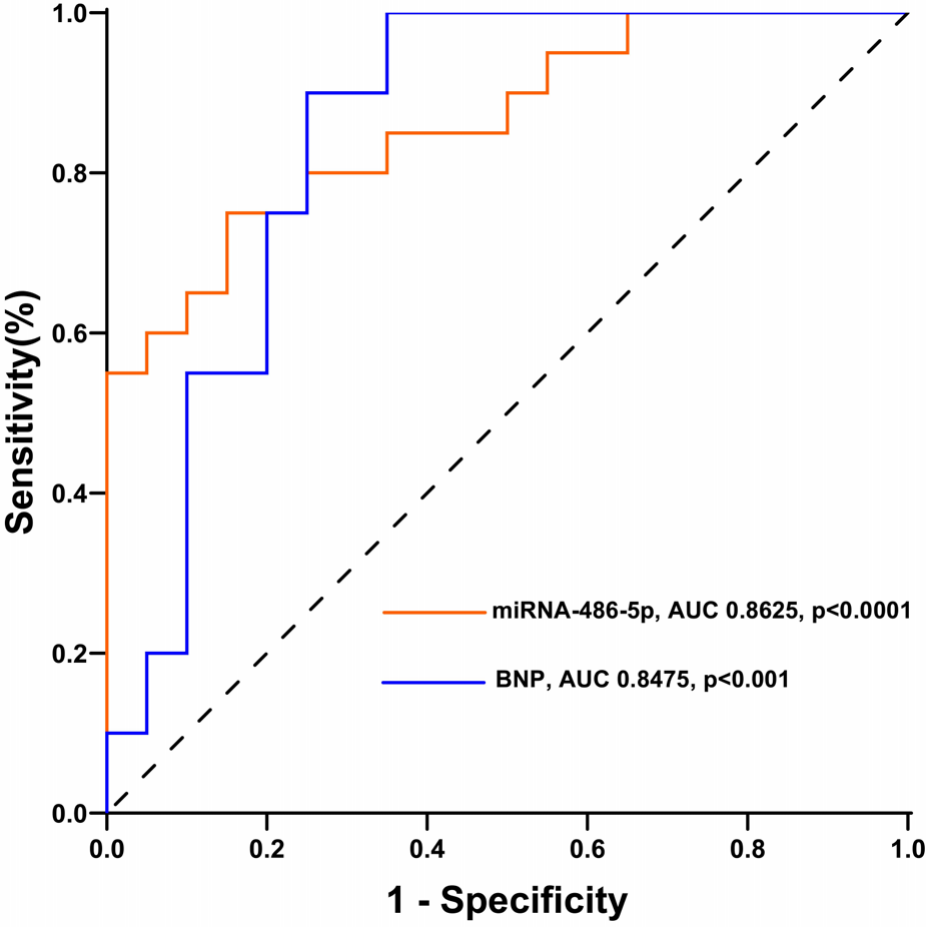
Receiver operating characteristics curves of miRNA-486-5p and BNP for maladaptive RV in PH patients.

**Table 2:** Clinically relevant characteristics of patients (classified according to miRNA-486 truncation value).

	miRNA-486 < 3.441 *n* = 22	miRNA-486 ≥ 3.441 *n* = 18	*p*-value
Age, y, median (IQR)	66 (60–71)	66 (58–72)	0.91
Female sex, *n* (%)	12 (55)	10 (56)	0.95
BMI, kg/m^2^, median (IQR)	26 (22–31)	27 (24–31)	0.68
Diabetes, *n* (%)	5 (23)	5 (28)	0.72
NYHA ≥ III, *n* (%)	4 (18)	4 (22)	0.76
CAD, *n* (%)	13 (59)	12 (67)	0.63
Right heart catheterization			
Cardiac index, L/min/m^2^, median (IQR)	3.0 (2.4–3.5)	1.85 (1.70–2.15)	<0.001
PASP, mmHg, median (IQR)	67 (55–78)	85 (75–104)	<0.001
PAPmean, mmHg, median (IQR)	41 (36–49)	59 (47–65)	<0.001
Echocardiography			
LVEF, median (IQR)	64 (58–67)	66 (60–69)	0.28
IVSd, mm, median (IQR)	10 (9–11)	10 (9–11)	0.55
RVD, mm, median (IQR)	42 (37–47)	48 (47–50)	<0.001
LVPWd, mm, median (IQR)	9 (8–10)	10 (9–11)	0.49
TAPSE, mm, median (IQR)	22 (19–26)	15 (12–16)	<0.0001
TAPSE/PASP, mm/mmHg, median (IQR)	0.35 (0.26–0.42)	0.16 (0.13–0.20)	<0.0001
BNP, pg/ml, median (IQR)	398 (202–644)	821 (449–1,682)	0.0064
miRNA-486, median (IQR)	2.33 (1.65–2.80)	4.54 (3.99–5.74)	<0.0001

BMI, body mass index; NYHA, New York Heart Association; CAD, coronary artery disease; PASP, pulmonary arterial systolic pressure; PAPmean, mean pulmonary artery pressure; LVEF, left ventricular ejection fraction; IVSd, diastolic interventricular septum thickness; RVD, right ventricular diameter; LVPWd, diastolic left ventricular posterior wall thickness; TAPSE, tricuspid annular plane systolic excursion.

**Figure 6:**
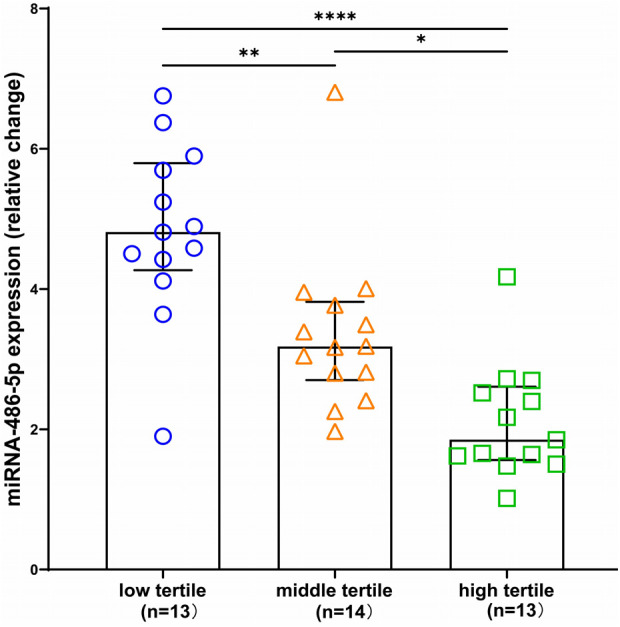
Box and scatter plots comparing of relative expression of miRNA-486 in low, medium and high TAPSE/PASP groups. *p < 0.05, **p < 0.01, ****p < 0.0001.

## Discussion

Given that deterioration of RV function is a critical determinant for mortality in PH, developing noninvasive diagnostic tools for maladaptive RV remodeling is crucial. MiRNAs, a category of highly conserved short non-coding RNAs, play a crucial role in regulating gene expression and are known to target above 60% of genes coding for human proteins (21). Contributions of MiRNAs in pathophysiological processes, disease diagnosis, pathogenesis, treatment and comment on prognosis is increasingly recognized due to their deregulated expression affecting gene profiles across various biological processes (22). Circulating miRNAs have been widely highlighted as promising diagnostic biomarkers due to their tissue specificity, relative stability in serum, and resistance to nuclease digestion and freeze-thaw cycles (23, 24). Numerous human microRNAs have attracted wide attentions because of their abnormal expressions in cardiovascular diseases. For example, Ovchinnikova ES and other colleagues found significant alterations in miR-18a, miR-223-3p and miR-652-3p in the serum samples of patients with acute heart failure (AHF) (25). However, it remains unclear whether MiRNAs can be used as biomarkers for the diagnosis of maladaptive RV remodeling.

Over the past few years, the efforts to identify noninvasive biomarkers for diagnosis of RV remodeling in PH were intensified (26–29). Our study is a part of the initiative focusing on circulating miRNAs due to their well-established association with cardiac remodeling. we are the first to report the profile of circulating miR-486 in the rat model of PAB-induced RV remodeling and in humans with adaptive and maladaptive PH, LV hypertrophy, LHF, and control health. The main findings of this study are: (1) Serum miRNA-486 levels were elevated in experimental models of RV pressure overload. (2) Serum miRNA-486 levels were higher in LHF patients than in controls but significantly lower than that in both RV groups; Serum miRNA-486 levels in patients with PH-induced maladaptive RV remodeling were higher than those in adaptive RV, LV hypertrophy, LHF and healthy controls, and there was no significant difference between LV hypertrophy and controls. (3) There is a close correlation between elevated serum miRNA-486 levels and RV dysfunction in patients with PH. Our data indicate that miRNA-486 may possess promise as a novel and specific biomarker for maladaptive RV remodeling in the context of PH. Although, the diagnostic performance of miRNA-486 was not better than BNP, our study provided another potential alternative option with lower cost.

miR-486 is a muscle-enriched miRNA with highly abundant in human serum samples (30–32). Previous studies have shown that miR-486-5p is highly expressed in myofibroblasts, cardiac muscle, and skeletal muscle, with moderately abundant in lung, brain, and bladder, and has been linked to a variety of diseases and organ fibrosis such as cancer and pulmonary fibrosis (30, 33–37). MiR-486-5p was found to have cardiac growth-promoting and muscle atrophy-preventing effects, which was achieved by targeting down-regulation of PTEN and FoxO1 (38). In addition, MiR-486-5p mitigates podocyte injury and renal fibrosis by targeting NFAT (39, 40). MiR-486-5p also plays an important role in inhibiting myocardial fibrosis and reducing excessive deposition of extracellular matrix proteins by specifically targeting and down-regulating the expression of Smad1, a key mediator of the transforming growth factor β signaling pathway (41). This suggests that miR-486-5p could be a potential therapeutic target for preventing or reversing fibrosis in heart disease. Based on these evidences, we speculated that elevated serum miRNA-486-5p in patients with PH-induced RV remodeling may in turn exert protective effect against RV remodeling, which needs to be elucidated in the future study.

Despite the promising results, our study also has several limitations: (1) The mild elevation of miRNA-486 in patients with LHF, to some extent, making its specificity as diagnostic marker for right heart remodeling limited to patients with PH. (2) A consensus on standardized internal controls for the measurement of serum miRNAs has not been established and validating candidate dif-miRNAs is more effectively achieved through absolute quantification. (3) This study only explored the value and significance of miRNA-486-5p as a biomarker for diagnosing maladaptive RV remodeling in PH patients, and further trials are needed to conduct more in-depth mechanistic studies and to explore whether they can suggest disease treatment efficacy.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi, accession number: GSE287146.

How the deposited data were processed for this re-analysis (not part of the article)

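Serum of 3 sham-operated rats and 6 rats with PAB, taken 4 weeks after surgery, gave 9 small RNA libraries, 1 per rat. The deposited table of the authors holds 276 mature miRNAs, 58 of them predictions of the authors, with whole reads (counts, not normalized) and RPM for each library. The authors' RPM is the count divided by 1 total per library, which is not in the table and is far above the sum of its miRNA counts. The paper's methods name filtered clean reads, alignment to the rat genome Rnor_6.0 with Bowtie 2.2.5, comparison with miRBase and Rfam, and DESeq2, while the submitters' notes name Bowtie2 2.2.9 and the human build GRCh38.p13. The counting rule and the way the predicted miRNAs were made are not given in the paper's text. No genome came with the table, so no positions are given.

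The counts were tested with edgeR 4.0.16 in R 4.3.3 with TMM factors, quasi-likelihood tests and Benjamini-Hochberg adjustment, over the 162 miRNAs above 0 in at least 3 of the 9 libraries. A miRNA was called at an adjusted p ≤ 0.05 and |log2FC| ≥ 1, the thresholds of the paper. Log2FC is PAB against sham throughout. Standard errors of log2FC are the size of the log2FC divided by the square root of the F statistic. Single values were compared by exact two-sided permutation tests over the 84 ways to choose 3 of 9 libraries, and the number of libraries with reads by Fisher's exact two-sided test. Lists of miRNAs by tissue, cell type or family, 14 of which had at least 3 tested members, were tested with camera and fry of limma 3.58.1. Floors are 3 counts over the libraries of a group and cover counting error only. miRNA counts were 19477 to 65313 per library. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the other tests and the plots.

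The tests, thresholds, lists, most alternatives and the rule for naming miRNAs were set before the data were examined. The rule took every miRNA the paper names, up to 10 called in each direction, the 10 with the highest mean share, and up to 4 tested members of each list with the smallest p. The alternatives were DESeq2 1.42.0, limma-voom, other normalizations, other filters, adjusted p alone, miRBase miRNAs alone, the library number as a block (libraries 1 to 3 of each group), and leaving out each library in turn. DESeq2 on all 276 miRNAs with 5 combinations of its filters and size factors, the library totals implied by RPM, the comparison without sham libraries 1 and 2, the 6 libraries of the block without the block, the calls over a list alone and the miRNAs detected at the smallest total with 1 library left out, and the muscle miRNAs in RPM were added after the data were seen. The procedure was tested on 10 simulated data sets of 162 miRNAs, 40 of them changed. In a control at a dispersion of 0.1, with the mean of every miRNA also raised far above its real level, edgeR and DESeq2 each called 100% of the changed miRNAs. This control differs from these libraries in level as well as in spread, so it does not show the effect of dispersion alone. At the dispersion of these libraries (common value 3.03), edgeR called 0%, 0.806% and 6.35% of miRNAs with a log2 change of 2, 4 and 6, and 2 of its 11 calls were of unchanged miRNAs. DESeq2 without its filters called 9.02%, 24.2% and 50% of them, and 43 of its 147 calls were of unchanged miRNAs. Values of patients' serum, RT-qPCR, ultrasound and histology did not come with the miRNA table and were left out.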

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

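Among the tests below, those of counting error, of few starting molecules and of a profile shared by sham libraries 1 and 2 were chosen only after the results were seen.

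Of 20 measures compared among the 6 PAB libraries, 3 had a library that lay far from the others, against 1 if the measures were independent. Several of the measures overlap, so 3 against 1 shows nothing beyond the values themselves. The log2 ratio of miR-451-5p to miR-23a-3p was −7.94 in PAB library 5, with a gap to the nearest library of 0.783 of the range, above Dixon's 95% critical value for 6 samples. The log2 CPM of miR-18a-5p was 6.67 in PAB library 1, which had 1 read where the other 5 had 0 reads, so that the gap is the whole range by construction. The log2 CPM of miR-223-3p was 13.9 in PAB library 5, which held 683 of the 685 reads of the PAB group.

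The log2FC of miR-486 was 6.77, with an adjusted p of 0.211 from edgeR. If lysis of red blood cells were the source, the other miRNAs of these cells would be higher with it, with a median log2FC of at least 1. The median of the 8 tested members was −1.47, with an interquartile range of 3.75, so that it lies below 1 by less than the spread of the members. Lysis and an effect of banding cannot be told apart on this test, because the members go both ways.

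Reads of a miRNA were often high in some libraries and nearly missing in others. Of 668 pairs of a miRNA and a library in which at least 50 reads were expected from the library total, 234 had 5 reads or fewer (66 of 246 in the sham group, 168 of 422 in the PAB group), which argues against counting error alone. Banding that set 1 pattern per group would part the libraries by group. But 70 of 84 splits gave a difference between pairs across and within groups as large as the real one (means of 19.4 and 20.8 miRNAs per pair). This argues against 1 such pattern per group. The test could not see reads lost at random more often in the PAB group, so banding is not excluded as a cause. Few starting molecules amplified by PCR may account for the nearly missing reads, as a hypothesis, since 67 values lay between 51 and 200 reads against 179 from there up to 800 reads, a range of the same ratio (26 and 104 in the PAB group, 41 and 75 in the sham group), though PAB library 6 alone had 16 and 14. A biological difference between rats of 1 group stays open and was not tested.

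The sham group had 69.5 more miRNAs detected per library than the PAB group. If depth were the cause, the difference at the smallest library total would fall below 34.8. It was 44.0 with a standard error of 22.2 (PAB minus sham −26.3 without sham library 2), so depth and group cannot be told apart, because the difference lies within 1 standard error of that bound. Sham libraries 1 and 2, which held the most miRNAs, may share 1 graded RNA profile among miRNAs at 5 to 500 reads in both. The interquartile range of the log2 ratio of their reads was 0.49 over 60 such miRNAs, against 0.6 for the lowest and a median of 2.42 of the other pairs among 28. Over all miRNAs they were not the closest pair, with a correlation of log2 reads of 0.73 against 0.743 for sham library 3 and PAB library 2. Whether the profile of sham libraries 1 and 2 reflects the rats or the handling of the serum was not tested.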

How the results depend on the processing

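The DESeq2 settings on all miRNAs, the library totals implied by RPM, the comparison without sham libraries 1 and 2, the 6 libraries numbered 1 to 3 without the block, and the list tests under other normalizations or the block were chosen after the data were seen. The number of miRNAs higher in PAB (0) was 0 in 19 of 26 alternatives, 9 with DESeq2 on the same miRNAs and 1 without a filter. On all miRNAs DESeq2 gave 4 with its default filters, 4 without independent filtering, 2 with size factors from positive counts, 15 without its outlier filter and 12 without both filters. The number lower (2) was 4 with DESeq2, 6 with library totals only, 10 without a filter, 5 with miRBase miRNAs alone and 23 with the totals implied by RPM. It was 0 with limma-voom, with DESeq2's size factors in edgeR, with at least 10 reads in 3 libraries (74 miRNAs tested), with the library number as a block, which leaves out PAB libraries 4 to 6, and with the same 6 libraries without the block. It was also 0 without sham libraries 1 and 2, where 1 sham library is left and is assumed to vary as the PAB libraries do, so that this 0 says nothing about stability. On all miRNAs DESeq2 gave 1 lower with its default filters, 1 without independent filtering, 1 with size factors from positive counts, 9 without its outlier filter and 7 without both filters. Leaving out 1 library gave 0 to 2 lower, with 2 only without sham library 3. The 2 miRNAs called lower have reads in the sham libraries alone, so without any 1 of these they were not tested. For each, 15 of 19 alternatives of tool, normalization, filter or libraries that tested it ended the call, while adjusted p alone and miRBase miRNAs alone kept it, with the log2FC below 0 in all 19 (−6.63 to −2.26 over both) and, without 1 PAB library, at −5.60 to −5.38 with an adjusted p of 0.0635 to 0.128. The log2FC of miR-486 was 3.98 to 7.37 over its alternatives (5.52 to 7.02 with 1 library left out), with an adjusted p of 0.000277 to 0.949. It passed the threshold in the 6 DESeq2 settings, with 7.37 in 5 of them and 6.45 with size factors from positive counts. The 6 candidates kept their direction in 143 of 144 alternatives and passed the threshold in 25. The median log2FC of the let-7 family (2.29) was 1.29 with library totals only and 0.99 with the block. With the block, and so without PAB libraries 4 to 6, the log2FC was −0.11 for miR-30d-5p, −0.14 for miR-223-3p and −3.24 for miR-16-5p, and with the same 6 libraries without the block it was 6.02, 0.02 and −4.41. For miR-652-3p (0.18) it was −2.63 with limma-voom, −0.96 with library totals only, −1.64 with at least 10 reads in 3 libraries, −0.45 with size factors from positive counts, −1.91 with the totals implied by RPM and −0.73 to 2.35 with 1 library left out. Against sham library 3 alone it was −0.01 for miR-451-5p, 0.26 for miR-499-5p and 0.32 for let-7e-5p. With 1 library left out it was 0.71 to 7.16 for miR-451-5p (1.54), 2.92 to 5.98 for miR-16-5p (3.49) and 1.98 to 6.96 for miR-206-3p (2.94). For miR-191a-5p (−0.79) it was −1.24 to 0.77 with 1 library left out. The difference in miRNAs detected was −44.0 at the smallest library total (exact permutation test, p = 0.0595) and, at full depth, −91.5 to −47.5 with 1 library left out, where without sham library 1 or 2 the exact p was 0.0714. The difference in the log2 ratio of miR-451-5p to miR-23a-3p (2.88) was 1.48 to 4.75 with 1 library left out (exact p of 0.0536 to 0.821). The difference in summed miRNA RPM had an exact p of 0.0357 to 0.321 with 1 library left out. Of the lists called by camera (2), 0 held with an estimated correlation, 1 with the block and 1 to 2 with 1 library left out. For each of these changes the cause was not tested. With the group means taken off the log2 CPM, same-numbered libraries of the 2 groups had correlations of −0.152, −0.351 and 0.03. These give no sign that the library numbers pair the rats, but so few pairs of libraries cannot exclude it. Median centring, quantile normalization and pseudocounts of 0.1 and 10 were planned for normalized values alone and were not run, since counts were deposited. Depth limits what can be seen at 19477 to 65313 miRNA reads per library, where a count of 0 allows up to 0.238 RPM in 1 library.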

Differences from the paper's values

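The paper gives 12 dif-miRNAs higher in PAB, and the value here was 0. Of the 18 alternatives set before the data were examined, DESeq2 on the 162 miRNAs gave a count within 1.5 times the paper's (9), and the other 17 did not. It called 7 of the paper's 12, and the other 5 were above 0 in too few libraries to be among the 162. The paper gives 7 dif-miRNAs lower, and the value here was 2. Library totals only (6), no filter (10) and miRBase miRNAs alone (5) gave counts within 1.5 times the paper's, and the other 15 did not. Only counts are compared here, since the paper's text does not name its 7. The paper gives 257 miRNAs that were not called, and the value here was 160 of 162 tested. The comparison without a filter gave a number within 1.5 times the paper's, and the other 17 did not.

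DESeq2 on all 276 miRNAs without its outlier filter and without independent filtering gave 12 higher, 7 lower and the rest not called, as the paper does, but this setting was chosen after seeing the values, from 5 combinations of filters and size factors that were tried, and it drops 0 of the paper's 12. The other 4 combinations gave 4 and 1 with the default filters, 4 and 1 without independent filtering, 2 and 1 with size factors from positive counts, and 15 and 9 without the outlier filter. They drop 8, 8, 10 and 0 of the paper's 12. The 7 lower in the setting that gives 12 and 7 include neither miR-181a-1-3p nor miR-31a-5p, called lower by edgeR with TMM. Of these 7, edgeR called 1 with library totals only, 2 without a filter and 1 with miRBase miRNAs alone. Similar counts therefore do not mean the same miRNAs. In the setting that gives 12 and 7, 5 of the 12 and 5 of the 7 had more than 5 reads in 1 library alone. At this setting 59 of 84 splits of the 9 libraries gave at least the real number of 19 calls, with a highest of 32 among the other splits, so that chance cannot be excluded for the count.

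The paper gives miR-486 the highest log2FC of the 6 kept miRNAs, and it was also the highest here, with 6.77 with edgeR and 7.37, the paper's value, with DESeq2. Without PAB library 1, miR-30d-5p was the highest with 6.17. The 6 kept miRNAs are called higher by the paper and were not called by edgeR, while DESeq2 on the 162 miRNAs called all 6, and on all 276 miRNAs it called 3, 3, 1, 6 and 6 of them, in the order default filters, no independent filtering, size factors from positive counts, no outlier filter and neither filter.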

Other observations

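Of the 5 miRNAs of heart and skeletal muscle, miR-133c was 10.6 ± 7.27 RPM (SD, n = 3) in the sham group and 1.5 ± 1.3 RPM (SD, n = 6) in the PAB group. miR-133a-3p was 5.87 ± 4.36 RPM (SD, n = 3) and 0.778 ± 0.591 RPM (SD, n = 6). For both, 6 of 6 PAB libraries lay below every sham library (exact two-sided permutation test of log2(RPM + 0.1), p = 0.0238). Both are miR-133 by name, and their reads ran in parallel over the sham libraries (68, 175 and 30 for miR-133a-3p, 122, 306 and 65 for miR-133c). They may therefore not be separate signals. miR-499-5p was 1.36 ± 1.23 RPM (SD, n = 3) and 0.065 ± 0.0927 RPM (SD, n = 6), with 4 of 6 PAB libraries below every sham library (exact permutation test, p = 0.0357). miR-133b-3p had p = 0.0833 and miR-206-3p, with 11.7 ± 19.5 RPM in the sham group and 24.5 ± 28.1 RPM in the PAB group, had p = 0.869 in the same exact test. None of the 5 passed after adjustment over the list (lowest adjusted p = 0.0595), this test in RPM was chosen after the values were seen, and in the comparison of TMM-normalized reads with edgeR none was called. The summed RPM of all miRNAs was also lower in the PAB group, with 2598 against 4128. For miR-10a-5p of the endothelial list and miR-26a-5p of the platelet list, 6 of 6 PAB libraries also lay below every sham library. The separation is therefore not particular to muscle miRNAs. The muscle list did not match the name of miR-1b, which was 24.6 ± 22.2 RPM (SD, n = 3) in the sham group and 3.03 ± 2.93 RPM (SD, n = 6) in the PAB group.

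The paper's Discussion names miR-18a, miR-223-3p and miR-652-3p as miRNAs altered in acute heart failure. miR-18a-5p had a log2FC of −5.94 (standard error 1.81, adjusted p = 0.071 from edgeR), with 1 read over the 6 PAB libraries and 2, 216 and 0 reads in the sham libraries. miR-223-3p had 7.61 (standard error 4.02, adjusted p = 0.345), from 683 reads in PAB library 5. miR-652-3p had 0.18 (standard error 2.42, adjusted p = 0.982), with a sign that changes with the normalization and the libraries left out.

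With edgeR and TMM, 1 of 84 splits of the 9 libraries, the real one, gave as many as 2 miRNAs called lower, with a highest of 1 among the others. This share is low, but it is the smallest that 84 splits allow, and it rests on a margin of 1 call at that setting alone. With limma-voom, and with DESeq2's size factors in edgeR, 0 were lower, so chance is not excluded. Without any 1 PAB library both miRNAs missed the threshold at a log2FC of −5.60 to −5.38, and without any 1 sham library they could not be tested. The 7 lower of DESeq2 without its filters, a setting chosen after the data were seen, were reached by 46 of 84 splits, with a highest of 12 among the others, so that chance cannot be excluded there. A count of 0 higher is reached by 84 of 84 splits whatever the data, with a highest of 1 among the others, and says nothing about chance. At an unadjusted p under 0.05, edgeR gave 7 higher and 17 lower.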
